A study of Homo sapiens with 5 samples. Its data were reported in "The histone demethylase PHF8 regulates TGFβ signaling and promotes melanoma metastasis" (2022).

How the data were processed

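SKMEL-147 melanoma cells were crosslinked, sonicated and immunoprecipitated with an anti-PHF8 antibody in 3 replicates (A, B1 and B2), with 2 input libraries (A and B). Peak lists of the 3 ChIP replicates were analysed, and the inputs are not analysed here on their own. Per the labels and the study's methods, the authors aligned reads to the human genome build hg19 with Bowtie2 at default settings and called peaks with MACS in narrow mode, for each replicate separately against input and without pooling. The treatment of duplicate reads and read totals are not stated. The library kit is named differently in the labels and in the study's methods, which has no bearing on the values used.

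The deposited lists give 4 kinds of value for each peak. The fold enrichment is a linear ratio of ChIP over the local background at the summit, as the authors' MACS run wrote it. The p-value and the q-value are deposited as −log10 values, the latter after adjustment over all candidate positions. The deposited score is the whole part of 10 times the −log10 q-value and was not used further. The summit is given by the authors as an offset from the start of the peak. Fold enrichment was used to describe, rank and filter peaks within a list, since the scale differs between lists. The printed direction of the study's q cutoff would select non-significant peaks and was read as below 0.05. All listed peaks passed a fold enrichment above 1.5 and a q-value below 0.05, so these cutoffs removed none.

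Coordinates were compared with the GRCh37 sequence, the same build as hg19, and 0 peaks ran past a chromosome end. TSSs were the 5′ ends of all transcripts in GENCODE release 44 lifted to GRCh37, with 221291 gene and TSS pairs on 64440 genes. A promoter was the window of 1 kb on either side of a TSS, as in the study, and a target was a gene with a peak overlapping such a window in all 3 replicates. Peaks outside the windows were assigned to exon, intron or intergenic sequence by their summit. Regions were merged over replicates where peaks overlapped by at least 1 bp.

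The number of ChIP fragments at a summit was recovered by solving for the whole number n and the background that give both the deposited fold enrichment, (n + 1) over (background + 1), and the deposited p-value under a Poisson law. This gave a whole number for 100% of the peaks of each replicate within a tolerance of 0.001. The genome-wide background was 1.567 fragments in A, 1.932 in B1 and 2.044 in B2, and 35.8%, 37.6% and 36.8% of peaks had this background as their expected value. Fragments at a summit are not corrected for amplification, so intervals cover counting error only.

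The shared share of peaks and the share at TSSs were set against 100 random placements on the same chromosome (seed 1), with a one-sided permutation p. Shares carry 95% Wilson intervals. The difference of log2 median fold enrichment between promoter and other peaks was tested with an exact two-sided sign-flip permutation test over the 3 replicates, which cannot go below 0.25. Gene lists were compared with all other protein-coding genes with a symbol by two-sided Fisher's exact tests, adjusted by Benjamini-Hochberg over the 9 lists (the TGFβ list, MMP, integrin, ADAM and ADAMTS, E2F, ribosomal protein, ZNF, olfactory receptor and keratin genes). Summit positions were taken relative to the nearest TSS, leaving out genes with a TSS of another gene on the opposite strand within 2 kb. Agreement between replicates was described by the Jaccard index in base pairs and by Spearman's rho across shared regions. Sequence within 250 bp of a summit or TSS was called CpG-island-like at a GC share of at least 0.5 and an observed over expected CpG ratio of at least 0.6. Genes that escape X inactivation were a list of 23 genes written from general knowledge before its test, of which 22 were targets. With 3 replicates and 1 group, no comparison between conditions was possible.

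The genes named were fixed before the data were examined. They are the TGFβ list, E2F1, ID1, ID2, PHF8, CBX2, CBX8, PCGF2 and CHD3, which the study discusses, the other members of the E2F family, together with the 5 promoter targets and the 5 shared regions outside TSS windows with the highest mean rank of fold enrichment. A further item fixed in advance is not reported here. The names of bound MMP genes were added afterwards.

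Alternatives fixed before the data were examined were a q-value below 0.001, a fold enrichment above 4, no cutoff, lists of equal size, an overlap of 50% of the shorter peak, summits within 200 bp, TSS windows of 500 bp and 2 kb, the summit inside the window, 1 TSS per gene, protein-coding genes only, a peak in at least 2 replicates, autosomal genes only, divergent gene pairs kept, and leaving out each replicate. Alternatives added after seeing the data were recovered fragments in place of fold enrichment, placements that keep the offset to a TSS, protein-coding genes with 1 TSS each, and fold enrichment above 10, 15 and 20.

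The procedures were tested on simulated data. On simulated lists with planted binding, 100% of 6000 planted genes were called targets. Planted sites lay well inside the 1 kb window in every list and above both cutoffs, so that result checks the code and not sensitivity. The shared share of 8000 simulated peaks was recovered within 0.047 percentage points. Of 2000 simulated summits, 100% had their fragment number recovered exactly. Their fragment numbers and backgrounds spanned a narrower range than in the real lists. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.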

Results

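PHF8 is a histone demethylase of the Jumonji C family that removes methyl groups from histone tails linked to gene silencing, and the study asked which genes it binds in melanoma cells. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) with an anti-PHF8 antibody was performed in SKMEL-147, an established human melanoma cell line. The series holds 5 samples, of which 3 are PHF8 ChIP replicates (A, B1 and B2) and 2 are input chromatin libraries (A and B). Peak lists of the 3 ChIP replicates were analysed here. The inputs enter only through the fold enrichment, p-value and q-value of each peak, as the authors' peak caller gave them. B1 and B2 share a letter in their labels and 1 input bears the same letter, while A stands apart. Each pair of replicates was therefore also compared. If B1 and B2 come from a common preparation, SDs and the sign-flip test over 3 replicates count fewer independent samples than 3.

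The lists held 21506 peaks for replicate A, 20882 for B1 and 20120 for B2, a mean of 20836 ± 694 (SD, n = 3). All of them had a fold enrichment over input above 1.5 and a q-value below 0.05, the cutoffs stated for the study. The largest q-value was 0.0454 in A, 0.0482 in B1 and 0.0375 in B2. Median peak width was 455 bp ± 17.8 (SD, n = 3), and the peaks covered 12.8 Mb in A, 11.8 Mb in B1 and 11.1 Mb in B2. Median fold enrichment was 18.9 in A, 11.8 in B1 and 11.8 in B2. Read totals were not used here, so the total depth of each library is unknown. Fold enrichment and p-value together determine the number of ChIP fragments at each summit, and a whole number was recovered for 100% of the peaks of each replicate. The median summit carried 54 fragments in A, 39 in B1 and 40 in B2, and the weakest called summits carried 8, 8 and 10 fragments, so binding that yields fewer fragments was not detectable at this depth. Among the alternative cutoffs, a fold enrichment above 4 moved the number of peaks most, to a mean of 20065.

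The first comparison asked whether the replicates identified the same sites. A peak was counted as shared when it overlapped a peak of both other replicates by at least 1 bp. The shared share was 79.8% of the peaks of A (95% Wilson interval 79.2 to 80.3), 87.1% of those of B1 (86.6 to 87.5) and 92.4% of those of B2 (92.0 to 92.7), with a mean of 86.4% ± 6.35 (SD, n = 3). When the peaks of the other replicates were placed at random on their chromosomes, the mean share over 100 placements was 0.0151% for A, 0.0159% for B1 and 0.0143% for B2, and no placement exceeded 0.0398%. The one-sided permutation p was 0.0099 in each replicate, the smallest that 100 placements can give. Placements that kept the offset of each peak to a TSS gave higher chance shares, of 9.81%, 10.1% and 10.5%, which still lay far below the observed values. Requiring summits within 200 bp of each other moved the mean share most, to 70.9%.

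Peaks that were not shared had lower fold enrichment. In A the median was 24.7 for shared peaks and 5.73 for the rest, in B1 13.6 and 4.54, and in B2 12.8 and 4.57. Merging the lists gave 21796 regions, of which 16066 (73.7%) had a peak in all 3 replicates. A further 1926 regions had a peak in 2 replicates and 3804 in 1. Replicate A alone accounted for 2352 regions, B1 alone for 932 and B2 alone for 520.

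**Figure D1:**
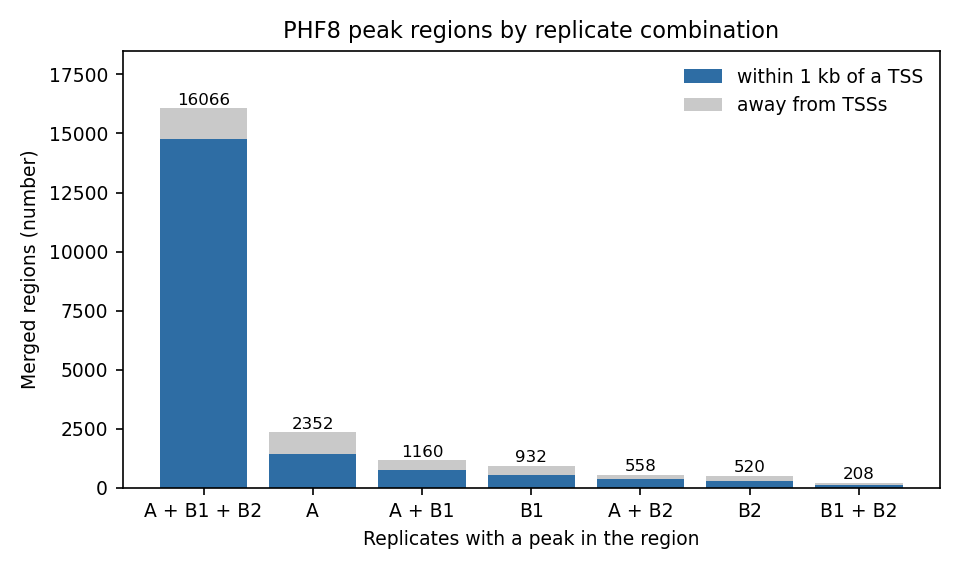
Number of merged peak regions (y axis) by the combination of replicates with a peak in the region (x axis), split into regions within 1 kb of a TSS (blue) and regions away from TSSs (grey). The 16066 regions found in all 3 replicates outnumber every other combination, and 91.8% of them lie within 1 kb of a TSS.

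The overlap in base pairs was similar for every pair of replicates. The Jaccard index was 0.769 for B1 with B2, 0.759 for A with B1 and 0.748 for A with B2. The index within the B pair thus exceeded the mean of the others by 0.0149, which 3 pairs from 3 samples do not allow to be tested. Across the 16066 shared regions, Spearman's rho of fold enrichment was 0.947 for B1 with B2, 0.893 for A with B1 and 0.895 for A with B2. These values are across regions, which are not independent replicates, so no p-value is given. The mean rho was 0.912 ± 0.0306 (SD, n = 3 pairs). It fell to 0.879 when an overlap of 50% of the shorter peak was required. Under that rule peaks were matched within each pair by nearest summit, so the sites compared were no longer the 16066 regions. The mean rho was 0.954 when recovered summit fragments replaced fold enrichment. With recovered fragments, rho was 0.961 for B1 with B2, 0.950 for A with B1 and 0.951 for A with B2. The lead of the B pair was thus smaller than with fold enrichment.

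The second comparison addressed where PHF8 binds. Peaks overlapping a window of 1 kb on either side of an annotated TSS made up 86.4% of the peaks in A (95% Wilson interval 85.9 to 86.8), 88.6% in B1 (88.1 to 89.0) and 90.0% in B2 (89.6 to 90.5). The mean was 88.3% ± 1.86 (SD, n = 3), against 10.1% ± 0.0555 for the mean of 100 random placements on the same chromosomes. The one-sided permutation p was 0.0099 in each replicate, the smallest possible. Outside these windows, 0.986% of peaks had their summit in an exon, 5.10% in an intron and 5.59% between genes (means over the 3 replicates). Counting 1 TSS per gene instead of every transcript start moved the share most, to 75.2%.

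Promoter peaks were also stronger than the others. Median fold enrichment inside and outside the windows was 22.2 and 6.65 in A, 13.1 and 5.63 in B1, and 12.8 and 5.69 in B2. The difference of log2 medians was 1.74 in A, 1.21 in B1 and 1.17 in B2, with a mean of 1.38 ± 0.32 (SD, n = 3). All 3 replicates had the same direction, and the two-sided exact sign-flip permutation p was 0.25, the smallest that 3 replicates allow. With 1 TSS per gene the mean difference was 1.17.

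Within promoters, summits lay mostly downstream of the TSS. Among summits within 1 kb of a TSS, with divergent gene pairs left out, 61.6% of 9284 were downstream in A (95% Wilson interval 60.6 to 62.6), 61.3% of 9134 in B1 (60.3 to 62.3) and 61.6% of 8872 in B2 (60.6 to 62.6). The mean was 61.5% ± 0.184 (SD, n = 3), and the median position was 65.3 bp ± 2.08 downstream. The fullest 50 bp bin ran from 100 to 150 bp downstream in every replicate and held 22.9% of the summits in A, 20.8% in B1 and 21.4% in B2. A smaller upstream mode fell in the bin from -250 to -200 bp in A and B1 and from -300 to -250 bp in B2. The 100 bp just upstream of the TSS held 7.54% ± 0.263 of the summits (SD, n = 3). Counting 1 TSS per gene raised the downstream share to 68.1%.

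**Figure D2:**
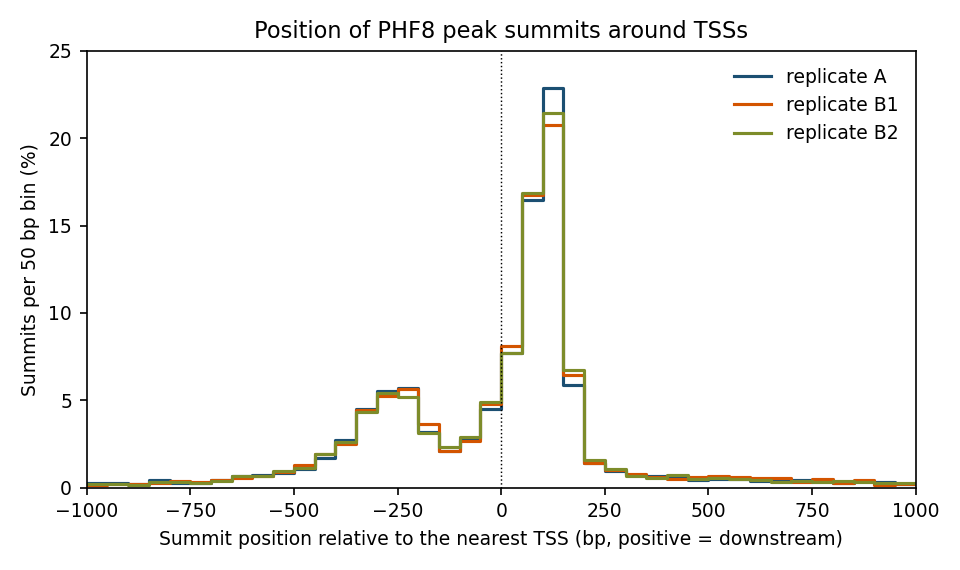
Share of peak summits per 50 bp bin (y axis, %) against the signed distance from the nearest TSS (x axis, bp, positive downstream), 1 line per replicate. All 3 replicates peak in the bin from 100 to 150 bp and show a lower mode upstream of the TSS.

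Genes were counted as PHF8 promoter targets when a peak overlapped the 1 kb window around any of their TSSs in all 3 replicates. The study's definition also required a peak within 1 kb of a TSS in all 3 replicates. The gene annotation and the choice of TSSs were not stated there. Of 64440 annotated genes, 16541 were targets. They comprised 12139 of 20162 protein-coding genes (60.2%), 3691 lncRNA genes and 711 genes of other types. Single replicates gave 17383 genes in A, 16951 in B1 and 16793 in B2, and the targets made up 93.9% of the 17620 genes with a promoter peak in any replicate. Neighbouring genes whose windows meet the same peak each count as a target, so the number of genes exceeds the number of bound regions. Among alternatives added after seeing the data, the count was 10894 for protein-coding genes with 1 TSS each and 6174 at a fold enrichment above 20.

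The gene lists fixed in advance differed in the share that was bound. All 10 genes of the TGFβ list (TGFB1, TGFBR1, TGFBR2, TGFBI, SMAD2, SMAD3, SMAD4, INHBA, VEGFA and TGIF1) were targets, against 60.4% of the other protein-coding genes with a symbol (two-sided Fisher's exact test, p = 0.00801, Benjamini-Hochberg adjusted over the 9 lists 0.012). This list was drawn from genes the study had chosen in the same cell line, so the test is not independent evidence. With 1 TSS per gene, 70% of the list was bound and the difference no longer passed the threshold. All 8 E2F genes were targets as well (Fisher's exact test, adjusted p = 0.033). Within CpG-island-like promoters, all 9 TGFβ list genes and all 8 E2F genes were bound, against 81.0% of other genes. Neither difference passed the threshold there (Fisher's exact test, unadjusted p = 0.223 and 0.367). With every gene already bound, lists this short could not give a smaller p. Whether CpG-rich promoters account for these 2 results was therefore not decided. The study placed matrix metalloproteinase (MMP), integrin and ADAM genes among those both bound by PHF8 and changed in expression on its loss. It gave no share of any family. The shares here cover all annotated members, with ADAMTS genes added, so they do not test that statement. Of 23 MMP genes, 6 were bound (26.1%, 95% Wilson interval 12.5 to 46.5), which was below the other genes (Fisher's exact test, adjusted p = 0.00186). They were MMP2, MMP11, MMP14, MMP15, MMP16 and MMP17. Integrin genes were bound in 53.8% of 26 cases (35.5 to 71.2) and ADAM or ADAMTS genes in 46.2% of 39 (31.6 to 61.4). Neither difference from other genes passed the threshold (Fisher's exact test, adjusted p = 0.549 and 0.082). With so few genes, this does not show that the shares were equal.

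The remaining lists served as reference points. Ribosomal protein genes were bound in 94.2% of 86 cases (Fisher's exact test, adjusted p = 2.44e-12) and ZNF genes in 86.2% of 508 (adjusted p = 1.95e-37). Olfactory receptor genes were bound in 0.242% of 414 cases (Fisher's exact test, adjusted p = 1.44e-166) and keratin genes in 7.27% of 55 (adjusted p = 3.88e-16). The intervals describe counting error over genes only. For every list the Fisher's exact tests treat genes as independent, which neighbouring genes of a family need not be.

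**Figure D3:**
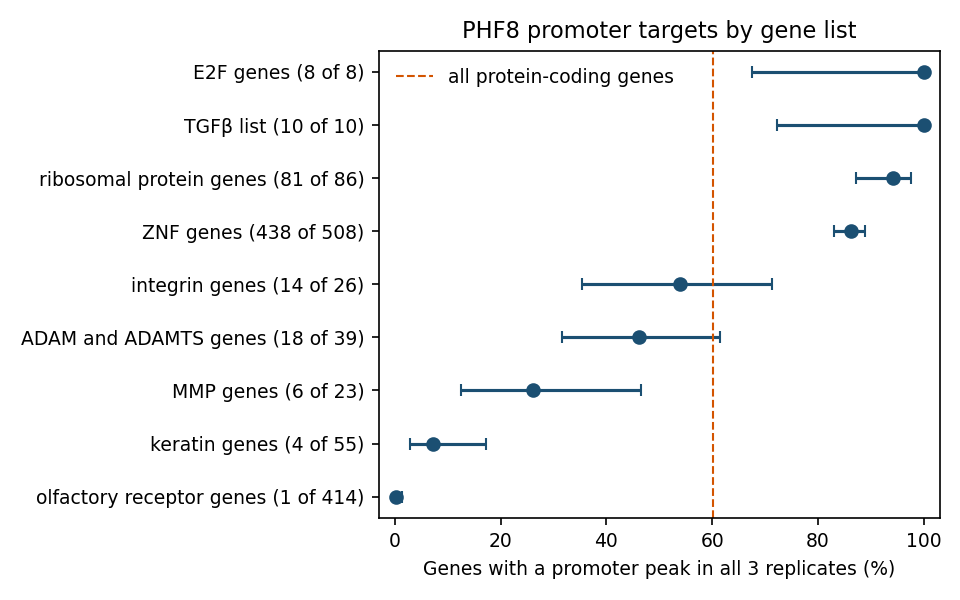
Share of genes with a promoter peak in all 3 replicates (x axis, %) for each gene list (y axis, with bound and total genes). Points are the shares, bars are 95% Wilson intervals, and the dashed line marks the 60.2% of all protein-coding genes; the MMP, keratin and olfactory receptor intervals lie below the line.

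The genes fixed in advance and reported here (the TGFβ list, the E2F family, ID1, ID2, PHF8, CBX2, CBX8, PCGF2 and CHD3) were all targets. The strongest promoter peak of each gene was ranked among the target genes of the same replicate, because each list has its own scale of fold enrichment. TGFBR1 (ENSG00000106799, chromosome 9) had its strongest peak in A at 101866704 to 101868217, with the summit in the coding part of an exon, 100 bp downstream of a TSS. Its fold enrichment was 43.8 in A, 22.2 in B1 and 22.8 in B2, at a mean percentile of 70.2 ± 6.42 (SD, n = 3). TGFBR2 (ENSG00000163513, chromosome 3, peak in A at 30648035 to 30649041, summit in a UTR) had a fold enrichment of 23.9 in A and 14.1 in B2, with B1 in between, at a mean percentile of 32.5 ± 3.03. Over the TGFβ list the mean percentile ran from 4.78 for INHBA to 70.2 for TGFBR1, with a median of 21.9.

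TGFB1 and E2F1 were compared directly, because the study described the former promoter as bound by PHF8 and the latter as not significantly bound. The TGFB1 peak (ENSG00000105329, chromosome 19, 41859357 to 41859931 in A, summit in a UTR) had a fold enrichment of 12.2 in A, 7.72 in B1 and 9.50 in B2. Its -log10 q-values were 35.0, 14.5 and 21.4. The summits lay at most 151 bp from a TSS of TGFB1 and as little as 362 bp from a TSS of the neighbouring gene TMEM91. The E2F1 peak (ENSG00000101412, chromosome 20, 32273366 to 32274207 in A, summit in the coding part of an exon in A and in a UTR in B1 and B2) had a fold enrichment of 10.8 in A, 9.35 in B1 and 9.27 in B2, with -log10 q-values of 23.4, 21.2 and 21.5. All of these values lay far above the q cutoff of 0.05. The mean percentile was 10.7 ± 4.16 for TGFB1 and 11.7 ± 5.10 for E2F1 (SD, n = 3), a difference smaller than the spread between replicates. Both genes ceased to be targets at a fold enrichment above 10. In B2, the 51 bp around the TGFB1 summit (41859687 to 41859737 of chromosome 19) read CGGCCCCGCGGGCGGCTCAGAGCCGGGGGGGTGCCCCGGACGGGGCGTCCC on the plus strand, and those around the E2F1 summit (32274068 to 32274118 of chromosome 20) read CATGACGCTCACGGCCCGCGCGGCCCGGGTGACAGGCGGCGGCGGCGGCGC.

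**Figure D4:**
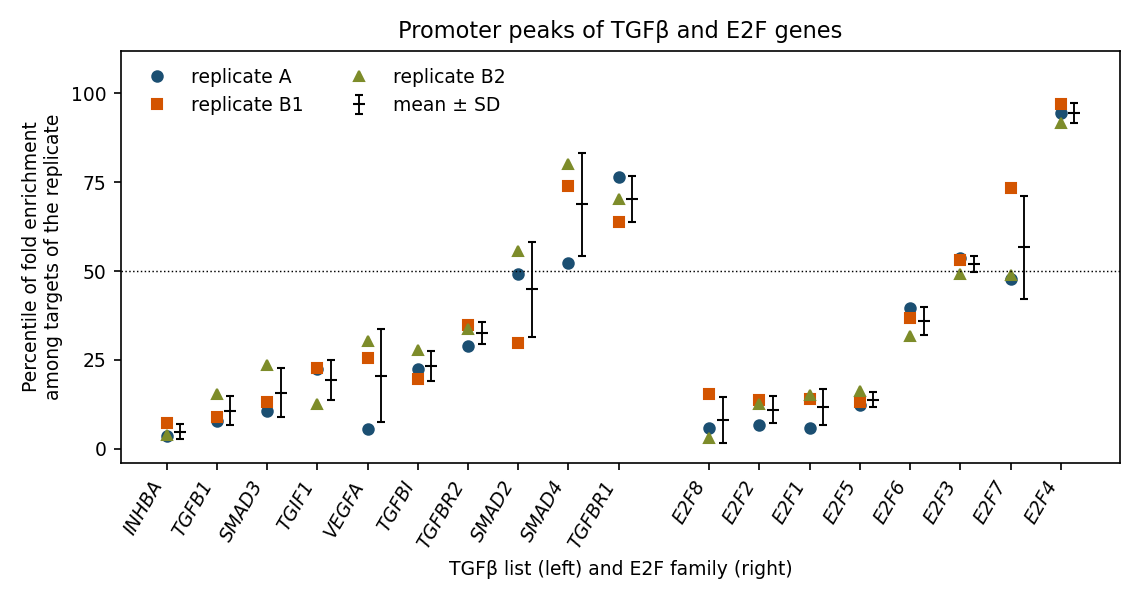
Percentile of the strongest promoter peak's fold enrichment among the target genes of each replicate (y axis) for the TGFβ list and the E2F family (x axis); symbols are replicates and bars are mean ± SD (n = 3). TGFB1 and E2F1 sit at similar low percentiles, with means of 10.7 and 11.7.

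The highest ranked targets were C19orf12 and the lncRNA gene ENSG00000289030, which share 1 peak on chromosome 19 (30205772 to 30206768 in A, summit in the UTR of C19orf12) with a fold enrichment of 78.7 in A, 57.4 in B1 and 52.7 in B2. TPRN followed (chromosome 9, 140094726 to 140095989 in A, summit in the coding part of an exon) with 75.1, 47.5 and 48.7. IST1 and ATXN1L share the next peak (chromosome 16, 71879431 to 71880422 in A) with 70.7, 49.2 and 47.9. TPRN was not a target when only the 5′ end of the gene record was used as its TSS. ATXN1L stayed a target under that setting, but its mean fold enrichment was 25.9 in place of 55.9.

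Away from TSS windows, 1316 regions were shared by all replicates. The 5 with the highest mean rank lay between genes. They were on chromosome 2 (43036816 to 43038820, fold enrichment 70.9 in A, 45.4 in B1 and 42.7 in B2, 11598 bp from the nearest TSS), chromosome 22 (41047478 to 41048614), chromosome 1 (153755693 to 153756625), chromosome 19 (34624946 to 34625890) and chromosome 20 (42285747 to 42286758). Coordinates are of hg19 throughout.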

Values the study reported

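The study reported 6118 PHF8 targets. Its methods count them as genes with a significant peak near a TSS in every replicate. Its results give the same number as significant peaks. It described the TGFB1 promoter as bound by PHF8 and the E2F1 promoter as not significantly bound in this cell line.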

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

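The alternatives based on recovered fragments, on placements that keep the offset to a TSS, on protein-coding genes with 1 TSS each and on fold enrichment above 10, 15 and 20 were chosen after seeing the data, the last group with the study's count in view. The others were fixed before the data were examined.

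No result changed direction under the alternatives fixed in advance. The mean number of peaks stayed between 20065 and 21194, and the mean share of peaks at TSSs between 75.2% and 90.6%. The downstream share of summits ran from 60.5% to 68.1%, and the log2 difference between promoter and other peaks from 1.17 to 1.48. For that difference the exact test cannot pass 0.05 with 3 replicates, so its p says nothing on stability. The mean shared share of peaks ran from 70.9% with summits within 200 bp to 91.2% without replicate A, where only a single other replicate had to match. Using every listed peak removed no cutoff that was active, so that alternative tests nothing.

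The mean rho of fold enrichment across shared regions moved by more than the spread between pairs under 2 alternatives. It was 0.879 with an overlap of 50% of the shorter peak and 0.954 with recovered fragments. The 50% rule also changed which sites were compared and how peaks were paired. Its value is therefore not the same statistic under a stricter overlap. Which of these changes moved it, and why recovered fragments gave a higher rho, was not tested.

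The number of targets stayed between 12139 and 17228 genes under the alternatives fixed in advance, and from 16579 to 16775 across the fits that each left out 1 replicate. It was 10894 for protein-coding genes with 1 TSS each, where fewer genes and fewer windows enter by construction. Raising the cutoff on fold enrichment gave 13200 genes above 10, 9706 above 15 and 6174 above 20, since a stricter cutoff keeps fewer peaks. Of the 10 TGFβ genes, 6, 2 and 2 were targets at these cutoffs. Above 20, protein-coding targets numbered 4789 of 20162, so the list no longer stood above other genes there. The tests of the gene lists were not repeated at these cutoffs.

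Under the alternatives fixed in advance, only the TGFβ list changed its side of the threshold among the 9 gene lists. With 1 TSS per gene, 70% of its genes were bound, and the genes that dropped out were SMAD3, SMAD4 and TGIF1. SMAD3 and SMAD4 had no peak at the 5′ end of the gene record, and TGIF1 had one there in fewer than 3 replicates, so the choice of TSS accounts for the change. Under the same setting PHF8, CBX8 and TPRN were not targets either. Under the other alternatives fixed in advance and run for single genes, every gene named here was a target. The MMP share was 26.1% in each alternative except 1 TSS per gene, where it was 21.7%.

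No paired analysis was possible because the inputs are not analysed here and only 1 group of samples has peak lists. Read totals are unknown and only the relative depth can be read from the genome-wide backgrounds, so what depth limits was assessed no further than the fragments at the weakest summits.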

Other observations

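The tests on the target count, on the strength of the E2F1 call, on the unshared peaks and background of replicate A, on random gene lists, and on MMP and ADAM genes taken separately were chosen after the result was seen. The other tests were set down before their result was known, on patterns found in the same data. Only 1 biological group was analysed, and no biological explanation by group was tested.

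The number of promoter targets here was 16541. That is higher than the value quoted from the study above, if that value counts genes. Counting only protein-coding genes with 1 TSS each left 10894 targets, still more than 1.5 times the study's count, so alternative TSSs and non-coding genes in the annotation do not account for the gap by themselves. A fold enrichment cutoff above the stated one brings the number to 6174 when set at 20, but only 2 of the 10 TGFβ genes then remain targets and TGFB1, which the study names as bound, is lost. A uniform cutoff of this kind is therefore an unlikely source of the study's list. Another peak list, gene model or rule for comparing replicates stays open and was not tested.

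E2F1 had a promoter peak in every replicate, although the study described this promoter as not significantly bound. A marginal call near the detection limit is argued against by the lowest -log10 q-value of the strongest E2F1 peak, 21.2, far above the cutoff. Signal of a neighbouring gene's promoter is argued against by distance, since the nearest TSS of another gene lay 11747 bp from any summit and the TSS of E2F1 within 121 bp. The strongest peak of TGFB1, described as bound, had a lowest -log10 q-value of 14.5. Its lowest fold enrichment was 7.72, against 9.27 for E2F1. No cutoff on fold enrichment applied to all 3 replicates can therefore keep TGFB1 and drop E2F1. The same holds for the q-value of the strongest peak, while q-values of other peaks in the TGFB1 windows were not compared. Occupancy does not show regulation, and the effect of PHF8 on E2F1 expression is not analysed here.

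The promoters of the TGFβ list were all bound, most of them at a low rank, with TGFBR1, SMAD4 and SMAD2 as exceptions at mean percentiles of 70.2, 68.8 and 44.8. The list's median percentile among all targets, with ties averaged, was 21.8. Of 10000 random lists of 10 protein-coding targets, 0.61% were as low, which argues against a chance draw of 10 target genes. Higher input background at these promoters is argued against as well. Ranked by recovered fragments, the list had a median percentile of 18.0 among protein-coding targets, a different base from that of the 21.8. Lower occupancy, lower accessibility or binding in part of the cells may each give such a low median, and none of these was tested.

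Genes of the MMP, integrin and ADAM families, pooled, were bound less often than others, in 43.2% of 88 cases against 61.3% (two-sided Fisher's exact test, p = 0.000638). Taken alone, neither integrin genes (53.8% of 26) nor ADAM and ADAMTS genes (46.2% of 39) passed the threshold for a difference (Fisher's exact test, adjusted p = 0.549 and 0.082). CpG-poor promoters could give such a deficit, since 81.1% of genes with a CpG-island-like promoter were targets and 18.4% of the rest. Within CpG-island-like promoters, 60.4% of the 53 family members were bound against 81.1% of other genes (two-sided Fisher's exact test, p = 0.000565), so this feature alone does not account for the pooled deficit. That rests on ADAM and ADAMTS genes, of which 51.7% of 29 were bound (Fisher's exact test, p = 0.000324). Among MMP genes 55.6% of 9 were bound (Fisher's exact test, p = 0.0723), too few genes to exclude CpG-poor promoters as the source of their low share. Integrin genes were at 80.0% of 15. Among the remaining promoters the pooled families were bound like other genes (17.1% against 18.4%, Fisher's exact test, p = 1). By family, ADAM and ADAMTS genes were bound there in 30.0% of 10 cases, MMP genes in 7.14% of 14 and integrin genes in 18.2% of 11. Whether the unbound members of the families are silent in these cells was not tested.

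Chromosome Y had only 1 peak in each replicate and was not ranked. Among X and the 22 autosomes, chromosome X carried the weakest promoter peaks. The median of the mean summit fragments of its 409 protein-coding targets was 41.0, against 56.6 on chromosome 7, the lowest autosome, and 98.3 on chromosome 3, the highest. X was lowest in each of the 3 replicates, with a median of 57 fragments in A, 35 in B1 and 34 in B2. Base composition of X promoters is argued against, since after regression on GC share and CpG ratio the X median remained 0.44 below the lowest autosome on the log2 scale (a difference of -0.44). Lower copy number seen in the input cannot be told apart from other sources. Across the 22 autosomes, averaged over the replicates, the median fragments followed the input level (Pearson r = 0.841, permutation p = 0.0001, the smallest possible; Spearman rho = 0.726, permutation p = 0.0002; r = 0.758 without the 2 most distant chromosomes), which is what copy number differences might produce. X lay -4.58 SD from that line, but 90.9% of its peaks had the genome-wide background as their expected value, a floor below which the input level cannot be read. Silencing of 1 X copy stays open too. The 22 targets among 23 listed genes that escape X inactivation had a median of 48.8 fragments against 40.2 for the other X targets (one-sided permutation p = 0.0165). After regression on base composition, however, the permutation p was 0.0863.

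Peaks of replicate A that 1 or both B replicates lacked were mostly weak. Of these 4354 peaks, 83.4% fell among the lowest 25% of fold enrichment in A, where 32.5% of peaks were shared, compared with 100% among the highest 25%. This restates the lower fold enrichment of unshared peaks and does not decide whether they are weak peaks near the detection limit or sites bound in A alone.

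Fold enrichment was higher in A than in B1 and B2 by factors of 1.68 and 1.77 in the median over shared regions. Deeper sequencing of replicate A is argued against, since its genome-wide background was 0.811 times the lower of the backgrounds of B1 and B2. That level follows the depth of a ChIP library relative to the others, for like fragment lengths. A more efficient immunoprecipitation in A is a candidate explanation, which was not tested. The labels give A and the B replicates different letters, and whether their preparation and input differed was inferred from those letters only.

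Some shared regions away from annotated TSSs resembled promoters in sequence. CpG-island-like sequence was found around the summit of 46.4% of the 1316 regions (95% Wilson interval 43.7 to 49.1), against 0.6% of 5000 random positions outside TSS windows 17.1% of unshared peaks away from TSSs and 80.5% of sampled TSS peaks in A. Among the 40 regions whose mean percentile of fold enrichment was 75 or more the share was 87.5%. This fits CpG-rich sequence without an annotated TSS as a candidate source for part of these regions. TSSs just outside the 1 kb window are not the main source, since 39.9% lay within 5 kb of a TSS (37.3 to 42.6), against 24.3% of random positions. Whether transcription starts at these regions was not tested.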
